A study of Homo sapiens with 16 samples. Its data were reported in "YBX1 mediates translation of oncogenic transcripts to control cell competition in AML" (2021).

How the data were processed

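The series holds 16 RNA sequencing libraries of Cas9-expressing MOLM13 cells: 4 replicate cultures each of total RNA and polysomal RNA from cells with a control guide (sgLUC) or a guide against YBX1 (sgYBX1), collected at day 14. Per the labels, lysates were separated on sucrose gradients, heavy fractions were pooled, and libraries were made from poly(A)-selected RNA and sequenced in pairs. The submitters' processing notes name Trimmomatic 0.36.5, STAR 2.7.8a, featureCounts 2.0.1 and DESeq2 1.30.0 with build GRCh38. The order of steps, the annotation, the strand setting and the gene filter are not stated there.

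The authors deposited a table of raw read counts per gene with 18991 genes and no normalization. Counts were whole numbers, 1544 genes had none in any library, and 63.5% of the counts from 1 to 39 in total RNA and 60.8% in polysomal RNA were even. The symbol column of that table matched the Entrez identifier beside it for 11 genes only, so the Entrez identifier was the key; 28 identifiers without a match held 0.0029% of the counts. The authors also deposited tables of log2 fold changes of sgYBX1 over sgLUC with a p-value and an adjusted p-value for each gene from DESeq2, 1 table per fraction. A dependency score per gene (gene effect from a public CRISPR screen of MOLM13, where lower means that guides against the gene are lost) was added by the authors to the deposited list of polysomal changes, with a mark for genes bound by YBX1 in crosslinking experiments (CLIP).

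Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and figures were drawn with matplotlib 3.10.9. Comparisons, tests, gene lists, the rule for named genes and the first set of alternatives were chosen before the data were examined. Genes were kept by filterByExpr with the 4 groups (12517 genes). TMM factors, 1 model with 4 group means over all 16 libraries and quasi-likelihood F tests gave log2 fold changes, standard errors and p-values adjusted by Benjamini-Hochberg. All tests were two-sided, and a gene was called at an adjusted p under 0.05. Contrasts were sgYBX1 against sgLUC in total RNA, the same in polysomal RNA, the polysomal minus the total change, and polysomal against total RNA in sgLUC cells. YBX1 was also tested with an exact permutation test of CPM. Gene positions and coding lengths come from the annotation of GRCh38 given with the files, with the longest coding sequence taken per gene.

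Genes named are YBX1, 11 genes that the study text or its antibody list names, some of them from its other experiments, and the 6 highest and 6 lowest protein-coding genes per contrast (5 and 5 between fractions). These last had to pass the test with a fold over 1.5, a mean of at least 5 CPM over the libraries of the contrast and, except for the difference, no overlap between groups. The 2 members with the smallest adjusted p under 0.05 of each list were named as well. There were 29 lists, fixed before the data were examined, and 26 had at least 3 tested genes. Their 78 tests over 3 contrasts used limma camera on log2 CPM (prior count 2, preset correlation 0.01) and were adjusted together. An estimated correlation and fry, which asks whether the genes of a list moved at all against replicate spread rather than more than other genes, were alternatives. The 3 lists without tested genes were of mitochondrially encoded mRNAs, nuclear noncoding RNAs and noncoding snoRNA host genes, which are not in the count table and are given from the authors' deposited tables.

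The procedure was tested on simulated data for total RNA, polysomal RNA and their difference. Polysomal against total RNA in sgLUC cells was not simulated. The simulations held 12517 genes. Of these, 50 each were changed by folds of 1.25, 1.5, 2 and 3. Shares of false calls depend on how many genes change, so they hold for the simulation only. With the spread of each fraction, the 16-library fit recovered 88% of 1.5-fold changes in total RNA with 0 false calls among 151, and 82% in polysomal RNA with 135 false calls among 301 (44.9%). The 8-library fit recovered 100% in total RNA with 12 false calls among 212 (5.66%) and 56% in polysomal RNA with 8 among 144 (5.56%). For the difference, with a polysomal change simulated, 34% were recovered with 10 false calls among 126 (7.94%). Counts from the 8-library fits are therefore given beside those of the 16-library fit.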

Results

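MOLM13 is an established human acute myeloid leukemia (AML) cell line with a KMT2A gene fusion. YBX1 encodes a cold-shock domain protein that binds RNA and DNA. Cas9-expressing MOLM13 cells carried a guide RNA against YBX1 (sgYBX1) or a non-targeting control guide (sgLUC) and were profiled 14 days after transduction. Polyadenylated RNA was sequenced from unfractionated cells (total RNA) and from the pooled heavy fractions of sucrose gradients, which hold mRNAs bound by several ribosomes (polysomal RNA). There were 4 replicates in each of the 4 groups, which gave 16 libraries. Read counts summed to between 38326270 and 66164414 per library. Mean totals were 57.1 ± 12.7 M counts (SD, n = 4) for sgLUC total RNA and 55.9 ± 5.74 M for sgYBX1 total RNA. They were 45.3 ± 6.21 M for sgLUC polysomal RNA and 49.0 ± 4.26 M for sgYBX1 polysomal RNA. The first principal component of log CPM held 81.5% of the variance and separated the fractions. Ribosomal protein genes took 7.96% ± 0.129 of the counts of sgLUC total RNA and 7.21% ± 0.162 of sgYBX1 total RNA. In polysomal RNA they took 12.8% ± 1.01 with sgLUC and 10.1% ± 0.549 with sgYBX1. Replicates varied less in total RNA, with a biological coefficient of variation of 0.0562 for sgLUC and 0.0378 for sgYBX1, than in polysomal RNA, with 0.220 and 0.149. Levels are given as TMM-scaled counts relative to the library total (CPM) ± SD over 4 libraries. Changes are edgeR log2 fold changes ± SE of sgYBX1 against sgLUC with Benjamini-Hochberg adjusted p over the 12517 genes tested.

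YBX1 itself was examined first, as the targeted gene. Its mRNA fell in both fractions. In total RNA, YBX1 (Entrez gene 4904; chromosome 1, 42682418 to 42703805, GRCh38) went from 887 ± 21.2 to 519 ± 23.3 CPM, which left 58.6% of the control level (log2 fold change −0.77 ± 0.07, adjusted p = 6.6e-07). In polysomal RNA it went from 875 ± 76.1 to 645 ± 17.1 CPM, or 73.7% of control (−0.44 ± 0.07, adjusted p = 4.0e-05). All 4 sgYBX1 libraries lay below all 4 sgLUC libraries in each fraction (exact permutation test, two-sided, p = 0.0286 in each, the smallest that 4 against 4 allows). The loss was smaller in polysomal RNA by 0.33 ± 0.10 on the log2 scale (adjusted p = 0.0229, edgeR). That adjusted p lay between 0.00141 and 0.0564 over 28 alternatives and was 0.05 or more in 4 of them. It did not pass without total sgLUC replicate 4 (0.0525), total sgYBX1 replicate 1 (0.0519) or replicate 3 (0.0564), or with no expression filter (0.0501). Scaled to total counts without TMM factors, YBX1 had −0.73 in total and −0.60 in polysomal RNA. That gap is smaller and was not tested. In the authors' deposited tables YBX1 had −0.77 in total RNA and −1.16 in polysomal RNA, so the loss there is the larger on polysomes and this difference has the other sign. Guide-directed editing can leave mRNA in place, so these levels do not measure the protein.

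**Figure D1:**
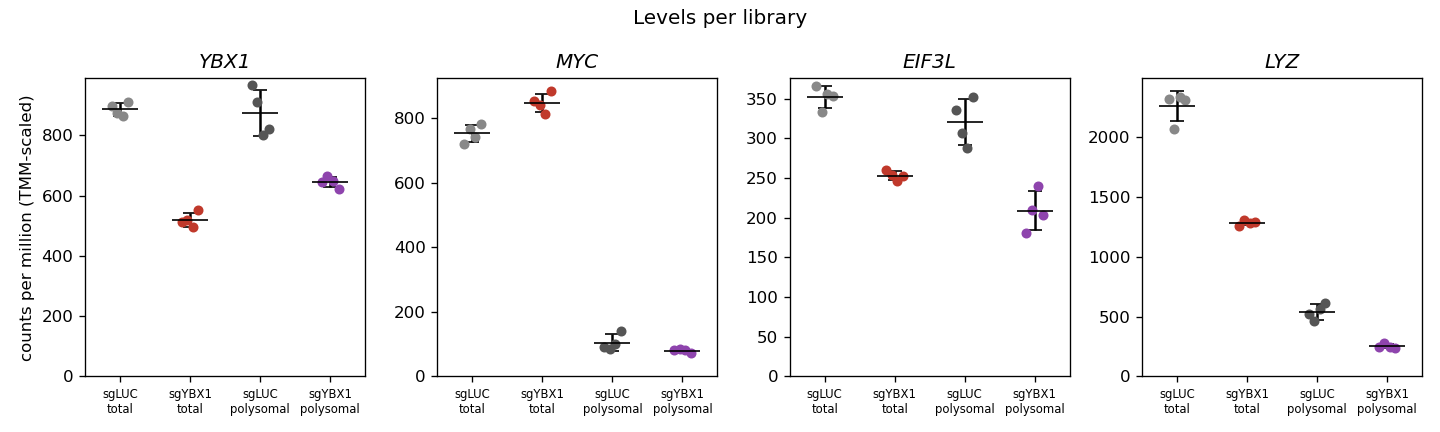
TMM-scaled CPM of YBX1, MYC, EIF3L and LYZ in each of the 16 libraries (points), with the mean (wide bar) and SD (error bar) of 4 libraries per group. YBX1 fell from 887 to 519 CPM in total RNA and from 875 to 645 CPM in polysomal RNA, and EIF3L and LYZ fell in both fractions. MYC fell in polysomal RNA (adjusted p = 0.00725 in the 16-library fit and 0.0384 in the 8-library fit, edgeR).

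The comparison of total RNA asked which transcripts change in abundance after YBX1 loss. Most changes were small, and EPX, PRG2, LYZ, MPO, EIF3L and EIF4B were among the genes that fell. EPX and PRG2, which encode eosinophil granule proteins, fell from 26.1 ± 0.889 to 12.7 ± 0.770 CPM (log2 fold change −1.04 ± 0.12, adjusted p = 2.2e-05) and from 292 ± 14.9 to 153 ± 2.19 CPM (−0.94 ± 0.09, adjusted p = 7.0e-07). LYZ (lysozyme) fell by 0.81 on the log2 scale, from 2256 ± 125 to 1282 ± 20.015 CPM, and MPO (myeloperoxidase) by 0.48. The initiation factor genes EIF3L and EIF4B fell from 353 ± 13.7 to 253 ± 5.43 CPM (−0.48 ± 0.08, adjusted p = 0.00212) and from 713 ± 33.997 to 522 ± 8.81 CPM (−0.45 ± 0.08, adjusted p = 0.00398). ERBB4, a receptor tyrosine kinase gene, rose the most among named genes, from 7.70 ± 0.491 to 22.2 ± 0.618 CPM (1.52 ± 0.14, adjusted p = 9.0e-07).

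In all, 58 genes rose and 78 fell in total RNA (136 of 12517, edgeR quasi-likelihood test, adjusted p under 0.05), of which 37 and 42 changed by over 1.5-fold. The count ran from 63 to 178 genes when 1 library was left out. Largest changes are given for protein-coding genes of at least 5 CPM, over 1.5-fold, with no overlap between the 4 knockout and 4 control libraries. Besides ERBB4, the largest such increases were in SH2D4A (SH2 domain protein, 1.16 ± 0.12), CARD9 (adaptor of innate immune signaling, 0.99 ± 0.18), PTGIS (prostacyclin synthase, 0.94 ± 0.11), RAB6B (0.94 ± 0.13) and ZNF28 (0.88 ± 0.18). The largest such decreases besides EPX and PRG2 were in EEF1A2 (a translation elongation factor isoform, −1.08 ± 0.14), TENT5C (a poly(A) polymerase, −1.01 ± 0.14), DST (dystonin, −0.98 ± 0.18) and BEX1 (−0.90 ± 0.09). MYC stood at 752 ± 27.2 CPM in control and 847 ± 28.5 CPM in knockout cells (0.17 ± 0.11, adjusted p = 0.928). BCL2 (−0.14 ± 0.10), MCL1 (0.01 ± 0.10), IDH3B (−0.02 ± 0.08) and IGF2BP2 (0.06 ± 0.08) did not pass either, nor did EEF2 (−0.25 ± 0.09), EIF3D (−0.19 ± 0.07), RPS15 (−0.12 ± 0.08) and RPS15A (−0.27 ± 0.10). The spread in this fit is shared with the more variable polysomal libraries, and a fit of the 8 total RNA libraries alone called 2048 genes (931 higher, 1117 lower; 284 by over 1.5-fold), 135 of the 136 among them. In that fit MYC rose by 0.18 (adjusted p = 0.00116, edgeR), and EEF2, EIF3D, RPS15A and BCL2 fell.

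Ribosomal protein transcripts were slightly lower as a group in total RNA. Their median log2 fold changes were −0.15 for 47 large-subunit and −0.18 for 32 small-subunit genes (limma camera, adjusted p = 6.4e-17 and 4.7e-16; adjusted p = 0.0987 for each with an estimated correlation). Only RPLP0 fell by itself (−0.29 ± 0.07, adjusted p = 0.0301); the other 46 large-subunit and all 32 small-subunit genes did not pass, while 6 and 9 were lower, and 1 higher, adjusted over the list alone. With the spread of the total RNA libraries alone, 33 of 47 and 26 of 30 fell and 1 rose. Over the other translation lists that spread gave 0 higher and 10 lower oligopyrimidine-tract mRNAs, 2 higher and 7 lower initiation factors and 0 higher and 3 lower elongation and termination factors. Other transcripts with a 5′ oligopyrimidine tract had a median of −0.14 over 15 genes (adjusted p = 4.5e-04; 0.0987 as the adjusted p with an estimated correlation), with no member called over all genes or adjusted over the list alone. Of 34 initiation factors EIF3L and EIF4B fell and 32 did not pass (3 lower adjusted over the list alone), and the list as a whole did not pass (median 0.01, mean −0.03, test direction lower, adjusted p = 0.428). The elongation and termination factors did (median −0.05, 11 genes, none called over all genes, 3 lower adjusted over the list alone, adjusted p = 0.0368, or 0.21 as the adjusted p with an estimated correlation). The call of the elongation factor list ended in 5 of 29 settings. The study text already describes initiation factors as lower in bulk RNA of this experiment, so their counts are not independent evidence of direction. It names ribosome subunits among genes lost from polysomes, not for bulk RNA.

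Among 25 mature myeloid genes 4 fell and 21 did not pass (4 lower adjusted over the list alone; median −0.13, camera adjusted p = 8.9e-04, and 0.0921 as the adjusted p with an estimated correlation). LYZ and S100A8 (a calprotectin subunit, −1.16 ± 0.20, adjusted p = 0.00199) had the smallest p. Of 5 primary granule genes MPO fell (−0.48 ± 0.07, adjusted p = 2.9e-04) and 4 did not pass (median −0.01). No member of the S-phase, G2 and mitosis, glycolysis and oxidative phosphorylation lists passed by itself in the 16-library fit, over all genes or adjusted over the list alone, while their medians were −0.09, −0.08, −0.07 and −0.05 (41, 52, 15 and 72 genes; adjusted p = 8.7e-04, 4.3e-05, 0.0108 and 0.00187; adjusted p with an estimated correlation 0.367, 0.241, 0.264 and 0.753). The p53 targets (21 genes, median 0.10), the KMT2A-fusion programme (25 genes, 0.06) and MYC-responsive genes (57 genes, 0.04) were slightly higher as groups (adjusted p = 0.0237, 0.023 and 0.0389; adjusted p with an estimated correlation 0.0987, 0.0987 and 0.34), again with no member called over all genes and 1 KMT2A-programme gene higher adjusted over the list alone. Of 4 cold-shock domain genes YBX2, a paralog of YBX1 near the detection floor, fell (−1.52 ± 0.37, adjusted p = 0.0459) and 3 did not pass (list median −0.09, adjusted p = 0.0154, or 0.0987 as the adjusted p with an estimated correlation). Of 4 measured epithelial markers KRT18, a keratin gene, rose from 4.85 ± 0.465 to 6.94 ± 0.756 CPM (0.52 ± 0.11, adjusted p = 0.0194) and 3 did not pass (list median 0.47, adjusted p = 0.00119, or 0.0987 as the adjusted p with an estimated correlation). In the 8-library fit the counts were 3 higher and 9 lower for mature myeloid, 1 higher and 1 lower for primary granule, 0 higher and 10 lower for S-phase and 0 higher and 16 lower for G2 and mitosis genes. They were 1 higher and 5 lower for glycolysis, 0 higher and 8 lower for oxidative phosphorylation, 5 higher and 3 lower for p53 targets, 9 higher and 3 lower for the KMT2A-fusion programme and 11 higher and 3 lower for MYC-responsive genes. The list call ended in 7 of 29 settings for MYC-responsive genes, 6 for cold-shock domain genes, 4 for p53 targets and 3 for glycolysis. It also ended for mature myeloid genes with a mean of at least 5 CPM (median −0.01, adjusted p = 0.0741) and for S-phase and oxidative phosphorylation genes with fry (adjusted p = 0.148 and 0.419). Among 28 alternatives the call of RPLP0 ended in 8, that of KRT18 in 5 and that of ZNF28 in 3, and that of YBX2 ended in 9 of 27.

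The other lists did not pass in total RNA and had no member called in the 16-library fit, over all genes or adjusted over the list alone. Their sizes and median log2 fold changes were: mitochondrial ribosomal proteins (76 genes, −0.00), aminoacyl-tRNA synthetases (18 genes, 0.03), interferon-stimulated genes (19 genes, 0.12), ER chaperones and unfolded protein response (20 genes, −0.02), ATF4 and integrated stress response (22 genes, 0.04), cholesterol synthesis (20 genes, −0.03), proteasome subunits (30 genes, −0.04), splicing regulators (32 genes, −0.01), erythroid and megakaryocyte markers (3 genes, 0.42), lymphoid markers (4 genes, 0.08). The 8-library fit gave 3 higher and 2 lower mitochondrial ribosomal proteins, 1 higher and 1 lower tRNA synthetases, 4 higher and 1 lower interferon-stimulated genes and 1 higher and 3 lower ER chaperones. It gave 3 higher and 1 lower integrated stress response genes, 0 higher and 3 lower cholesterol synthesis genes, 0 higher and 1 lower proteasome subunits, 1 higher and 2 lower splicing regulators and 0 higher and 0 lower lymphoid markers. For the mitochondrial ribosomal proteins the median lay just below 0 while the test direction was higher (adjusted p = 0.918).

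**Figure D2:**
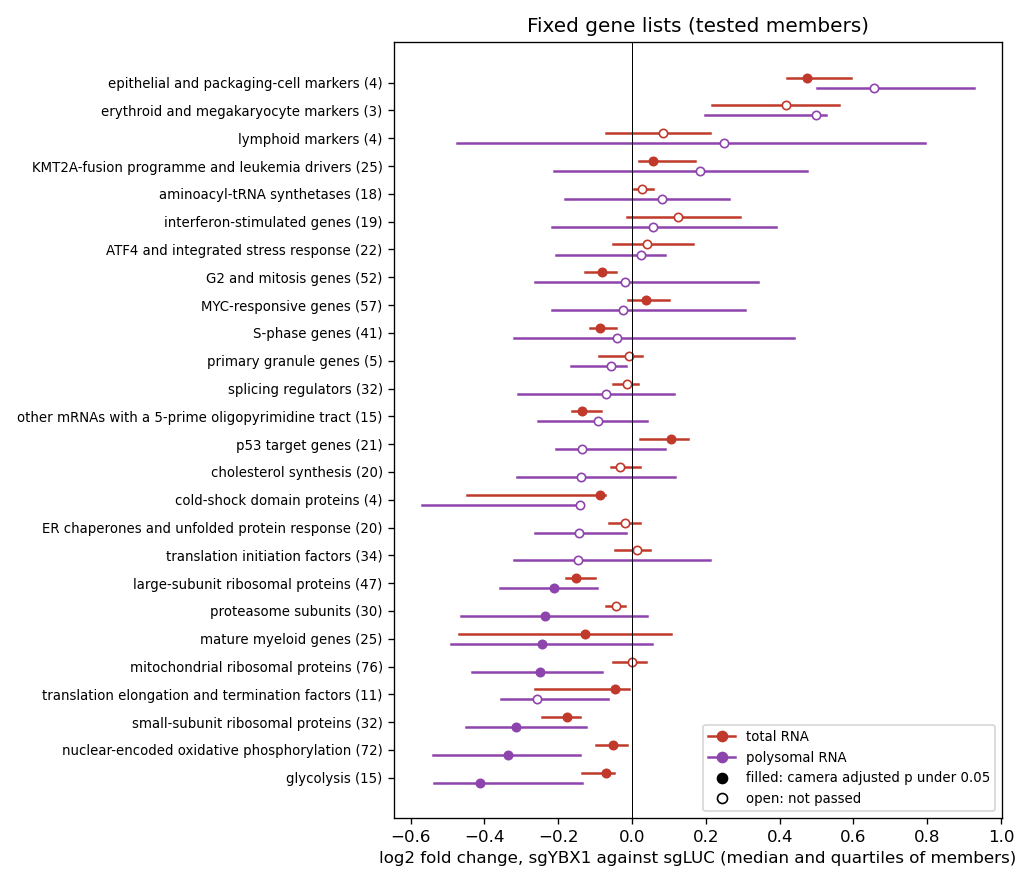
Median (point) and quartiles (line) of the log2 fold changes of the tested members of each fixed gene list in total and polysomal RNA, sgYBX1 against sgLUC, 4 libraries per group. Filled points passed the camera test at an adjusted p under 0.05 with a preset correlation. None of them passed with an estimated correlation. In polysomal RNA glycolysis (−0.41), oxidative phosphorylation (−0.34) and small-subunit ribosomal proteins (−0.32) had the lowest medians.

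The comparison of polysomal RNA asked which transcripts change in their amount on polysomes relative to other transcripts. Counts were scaled per library, so a change in the amount of all polysomal RNA would not show, and rises and falls are relative. Lists of large- and small-subunit ribosomal proteins, oxidative phosphorylation, glycolysis and mature myeloid genes were lower as groups (limma camera, preset correlation). None passed with an estimated correlation (adjusted p = 0.383, 0.34, 0.34, 0.0987 and 0.0987 with an estimated correlation). CYC1 (cytochrome c1) fell from 277 ± 37.6 to 138 ± 17.3 CPM (log2 fold change −1.003 ± 0.10, adjusted p = 2.8e-07) and RPL30 (a ribosomal protein) from 739 ± 201 to 360.2 ± 27.9 CPM (−1.04 ± 0.13, adjusted p = 2.3e-06). ALDOA, the glycolytic aldolase, fell from 2712 ± 189 to 1659 ± 214 CPM (−0.71 ± 0.08, adjusted p = 1.2e-06), and LYZ from 538 ± 64.7 to 251 ± 17.6 CPM (−1.10 ± 0.08, adjusted p = 1.6e-08). EIF3A, a subunit of initiation factor 3, rose from 1771 ± 258 to 3226 ± 351 CPM (0.87 ± 0.09, adjusted p = 4.9e-07), and CBX3, a heterochromatin protein gene, from 1374 ± 214 to 2653 ± 138 CPM (0.95 ± 0.09, adjusted p = 1.9e-07). MYC fell from 105 ± 25.2 to 79.8 ± 5.44 CPM (−0.39 ± 0.11, adjusted p = 0.00725). Polysomal sgLUC replicate 4 held 141 CPM of MYC, and without it the change was −0.21 in the fit over both fractions, still past the threshold. The fit of the 8 polysomal libraries alone gave −0.38 ± 0.13 for MYC (adjusted p = 0.0384, edgeR) and was not run without that replicate.

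With the fit over all 16 libraries, 2154 genes rose and 2485 fell in polysomal RNA (4639 of 12517, edgeR, adjusted p under 0.05), 834 and 605 of them by over 1.5-fold. With the 8 polysomal libraries alone, 1466 rose and 1185 fell (2651, of which 2648 were among the 4639; 1094 by over 1.5-fold). On data simulated with the spread of each fraction, the 16-library fit gave 135 false calls among 301 in the polysomal comparison and the 8-library fit 8 among 144. Far fewer genes were changed in that simulation than were called here, so these shares are not error rates of the calls here. The count of 2651 is the better controlled. Fold changes in the authors' deposited table of polysomal RNA correlated with those here at Pearson's r = 0.713 across 5733 well-measured genes, which are not independent replicates, against 1.00 for total RNA. The sign was the same for 75.4% of those genes in polysomal and 97.4% in total RNA. All 67 named genes called here had the same sign in the authors' deposited table and 51 of them passed there too. Most of these genes were named for their fold change or p-value here, which favors a shared sign, so they do not speak for the other genes.

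By the same rule the 6 largest increases were in SH2D4A (2.00 ± 0.12), CLDN5 (a tight junction protein, 1.95 ± 0.23), ERBB4 (1.82 ± 0.16), KCNMB3 (a potassium channel subunit, 1.79 ± 0.14), ZNF91 (a zinc finger protein, 1.69 ± 0.18) and SV2A (a synaptic vesicle protein, 1.56 ± 0.21). The 6 largest decreases were in CD59 (an inhibitor of complement lysis, −1.65 ± 0.25), EPHB3 (an ephrin receptor, −1.49 ± 0.13), S100A8 (−1.47 ± 0.17), IGLL1 (surrogate immunoglobulin light chain, −1.43 ± 0.18), INPP5J (−1.42 ± 0.21) and EPX (−1.42 ± 0.14). Genes that the study text names went in both directions. IDH3B, a subunit of the citric acid cycle enzyme isocitrate dehydrogenase, fell from 169.7 ± 8.88 to 101.3 ± 13.8 CPM (−0.74 ± 0.08, adjusted p = 7.4e-07), EIF4B from 479.9 ± 52.3 to 312 ± 29.7 CPM (−0.62 ± 0.08, adjusted p = 6.1e-06), EIF3L from 320.5 ± 28.7 to 209 ± 24.2 CPM (−0.62 ± 0.08, adjusted p = 6.3e-06) and RPS15A from 350.5 ± 60.6 to 227 ± 28.1 CPM (−0.63 ± 0.10, adjusted p = 4.9e-05). IGF2BP2, an mRNA-binding protein gene, rose from 147 ± 19.3 to 208 ± 17.5 CPM (0.50 ± 0.08, adjusted p = 6.1e-05). EEF2 (−0.29 ± 0.09), EIF3D (−0.20 ± 0.07) and RPS15 (−0.23 ± 0.08) passed in the 16-library fit (adjusted p = 0.013, 0.0227 and 0.0234) and not in the 8-library fit (0.101, 0.237 and 0.171). BCL2 (0.09 ± 0.10, adjusted p = 0.5) and MCL1 (−0.24 ± 0.10, adjusted p = 0.0587) did not pass. Of 28 alternatives 1 called BCL2 (0.24, adjusted p = 0.035) and 3 called MCL1, which lay between −0.32 and −0.07.

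Ribosomal protein transcripts were lower on polysomes as a group. Of 47 large-subunit genes 23 fell, 2 rose and 22 did not pass (24 lower and 2 higher adjusted over the list alone), and of 32 small-subunit genes 19 fell and 13 did not pass (20 lower adjusted over the list alone). Their medians were −0.21 and −0.32 (camera adjusted p = 2.5e-05 and 1.8e-05; adjusted p = 0.383 and 0.34 with an estimated correlation). RPLP0 (−0.52 ± 0.07) and RPS16 (−0.69 ± 0.08) were among them. With the spread of the polysomal libraries alone 13 and 16 fell and 1 large-subunit gene rose. For initiation factors it gave 7 higher and 9 lower, and for elongation and termination factors 2 higher and 2 lower. In the authors' deposited table of polysomal RNA 38 of the 47 and 25 of the 32 were lower, with medians of −0.73 and −0.71, and none was higher. Of 34 initiation factors 8 rose, 13 fell and 13 did not pass (9 higher and 15 lower adjusted over the list alone; median −0.15, adjusted p = 0.354), with EIF3A up and EIF4B and EIF3L down. Of 11 elongation and termination factors 2 rose, 5 fell and 4 did not pass, with the same counts adjusted over the list alone (median −0.26, adjusted p = 0.428): ABCE1, a ribosome recycling factor, rose (0.57 ± 0.09) and EEF1G fell (−0.42 ± 0.07). The study text already names ribosome subunits and MYC among genes lost from polysomes in this experiment, and describes initiation factors as lower in its bulk RNA. These counts are therefore not independent evidence of direction.

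Mitochondrial and metabolic gene lists were lower as well. The list tests, those of ribosomal proteins included, were not matched on coding length. The eighth of all tested genes with the shortest coding sequences (72 to 603 nt) had a median of −0.19 in polysomal RNA. Of 72 nuclear-encoded oxidative phosphorylation genes 47 fell, 1 rose and 24 did not pass (49 lower and 2 higher adjusted over the list alone; median −0.34, adjusted p = 6.5e-11, or 0.34 as the adjusted p with an estimated correlation). CYC1 and COX7A2 (−1.17 ± 0.13) had the smallest p. Of 76 mitochondrial ribosomal proteins 37 fell, 5 rose and 34 did not pass, with the same counts adjusted over the list alone (median −0.25, adjusted p = 9.3e-06, or 0.383 as the adjusted p with an estimated correlation). MRPL11 (−0.53 ± 0.07) and MRPL13 (−0.70 ± 0.09) were among them. Of 15 glycolysis genes 9 fell and 6 did not pass (10 lower adjusted over the list alone; median −0.41, adjusted p = 7.4e-05, or 0.0987 as the adjusted p with an estimated correlation). PKM (pyruvate kinase) fell by 0.47 ± 0.07 on the log2 scale. Of 30 proteasome subunits 16 fell, 6 rose and 8 did not pass, also adjusted over the list alone (median −0.24, adjusted p = 0.0344, or 0.629 as the adjusted p with an estimated correlation). PSMD6 (−0.63 ± 0.09) and PSMA5 (−0.57 ± 0.09) fell. The call of the proteasome list ended in 6 of 29 settings. With the spread of the polysomal libraries alone 34, 24, 8 and 11 members of these 4 lists fell and 0, 4, 0 and 4 rose. In the authors' deposited table of polysomal RNA 24 oxidative phosphorylation, 12 mitochondrial ribosomal, 12 glycolysis and 4 proteasome genes were lower and 8, 6, 0 and 8 higher, and the proteasome median there was 0.07.

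Of 25 mature myeloid genes 9 fell, 1 rose and 15 did not pass (10 lower and 1 higher adjusted over the list alone; median −0.24, adjusted p = 0.0108, or 0.0987 as the adjusted p with an estimated correlation). That list call also ended with a mean of at least 5 CPM (median −0.20, adjusted p = 0.0558). MPO fell (−0.69 ± 0.07) while the other 4 primary granule genes did not pass, and the list did not either (median −0.06, adjusted p = 0.428). The next 4 lists did not pass. The 8-library fit gave 1 higher and 6 lower mature myeloid, 12 higher and 5 lower MYC-responsive, 11 higher and 9 lower S-phase, 14 higher and 8 lower G2 and mitosis and 6 higher and 2 lower KMT2A-programme genes. In the 16-library fit MYC-responsive genes numbered 20 higher, 14 lower and 23 not passed of 57 (20 and 17 adjusted over the list alone; median −0.03, mean 0.06, test direction higher, adjusted p = 0.519). UTP20, a ribosome assembly factor, rose (0.71 ± 0.07). S-phase genes numbered 12 higher, 12 lower and 17 not passed of 41 (12 and 16 adjusted over the list alone; median −0.04, adjusted p = 0.898). ATAD2 (0.68 ± 0.08) and USP1 (0.55 ± 0.07) rose. G2 and mitosis genes numbered 17 higher, 13 lower and 22 not passed of 52, with the same counts adjusted over the list alone (median −0.02, mean 0.04, test direction higher, adjusted p = 0.519). NUF2 (0.77 ± 0.08) and HMMR (0.91 ± 0.09) rose. In the KMT2A-fusion programme 9 rose, 5 fell and 11 did not pass of 25 (11 and 6 adjusted over the list alone; median 0.18, adjusted p = 0.273). JMJD1C (0.90 ± 0.11) and ZEB2 (0.57 ± 0.09) rose.

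No other list passed in polysomal RNA. For each the numbers that rose, fell and did not pass are given, then in parentheses the median and the numbers higher and lower adjusted over the list alone. These were for other mRNAs with a 5-prime oligopyrimidine tract 3, 4 and 8 (median −0.09; 3 and 5), aminoacyl-tRNA synthetases 7, 3 and 8 (median 0.08; 7 and 5), cold-shock domain proteins 0, 1 and 3 (median −0.14; 0 and 1), p53 target genes 2, 4 and 15 (median −0.14; 2 and 4), interferon-stimulated genes 1, 1 and 17 (median 0.06; 1 and 1). They were for ER chaperones and unfolded protein response 3, 6 and 11 (median −0.14; 4 and 6), ATF4 and integrated stress response 2, 4 and 16 (median 0.02; 2 and 4), cholesterol synthesis 1, 7 and 12 (median −0.14; 1 and 7). The last were for splicing regulators 6, 10 and 16 (median −0.07; 6 and 10), erythroid and megakaryocyte markers 0, 0 and 3 (median 0.50; 0 and 0), lymphoid markers 1, 1 and 2 (median 0.25; 1 and 1) and epithelial and packaging-cell markers 1, 0 and 3 (median 0.66; 2 and 0). From the 8 polysomal libraries alone came 3 higher and 3 lower oligopyrimidine-tract mRNAs, 4 higher and 2 lower tRNA synthetases, 2 higher and 3 lower p53 targets, 0 higher and 0 lower interferon-stimulated genes and 2 higher and 3 lower ER chaperones. Further counts were 1 higher and 3 lower integrated stress response genes, 1 higher and 3 lower cholesterol synthesis genes and 4 higher and 6 lower splicing regulators. Members with the smallest p included COX7C (−0.68 ± 0.08) and NAP1L1 (0.62 ± 0.08) among oligopyrimidine-tract mRNAs, the tRNA synthetases NARS1 (0.83 ± 0.08) and EPRS1 (0.53 ± 0.08), the DNA repair gene XPC (0.56 ± 0.08) and RRM2B (−0.63 ± 0.11) among p53 targets. They also included the chaperone genes DNAJC3 (0.59 ± 0.07) and HSP90B1 (0.66 ± 0.09). ALDH1L2 rose (0.57 ± 0.08) and PCK2 fell (−0.49 ± 0.09) among integrated stress response genes, DHCR7 (−0.34 ± 0.07) and ACAT2 (−0.59 ± 0.12) fell in cholesterol synthesis, and RBM39 (0.90 ± 0.10) and TRA2B (0.57 ± 0.08) rose among splicing regulators. XAF1 (0.28 ± 0.08) among interferon-stimulated genes did not pass in the 8-library fit (adjusted p = 0.0581). Among markers of other lineages the keratin gene KRT18 rose from 24.5 ± 1.76 to 35.8 ± 4.42 CPM and the T cell marker CD3D fell from 4.34 ± 1.29 to 2.00 ± 0.517 CPM. YBX2 (1.26 to 0.349 CPM) fell (−1.83 ± 0.41), a call that ended with limma-voom (adjusted p = 0.0588 with quality weights and 0.0708 with 1 weight per fraction). For the integrated stress response the median was above 0 while mean and test pointed lower (adjusted p = 0.863).

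The difference between both comparisons, polysomal change minus total change, asked which transcripts moved on polysomes beyond their change in abundance. Lists of oxidative phosphorylation, mitochondrial ribosomal proteins and glycolysis were lower relative to total RNA, and the G2 and mitosis list higher (limma camera, preset correlation). None passed with an estimated correlation (adjusted p = 0.383, 0.374, 0.171 and 0.579 with an estimated correlation). CYC1 stood at 505 ± 28.3 and 503 ± 27.1 CPM in total RNA and its difference was −0.997 ± 0.13 (adjusted p = 1.5e-04, edgeR interaction contrast). ALDOA differed by −0.65 ± 0.11, IDH3B by −0.73 ± 0.11 and MYC by −0.56 ± 0.15 (adjusted p = 7.2e-04, 3.5e-04 and 0.0143). NUF2, a kinetochore protein gene, differed by 0.88 ± 0.11 and CENPF by 0.84 ± 0.10 in the other direction (adjusted p = 8.6e-05 and 8.6e-05).

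The difference passed for 2095 genes, 1232 higher on polysomes and 863 lower (edgeR, adjusted p under 0.05), of which 630 and 280 differed by over 1.5-fold. The highest were KCNMB3 (1.32 ± 0.21), IFI16 (1.19 ± 0.29), PTMA (1.17 ± 0.19), HMGN5 (1.09 ± 0.23), ZNF609 (1.09 ± 0.15) and MNS1 (1.08 ± 0.16). PTMA (prothymosin alpha) and HMGN5 stood at 20637 ± 6209.8 and 389 ± 144 CPM on control polysomes against 42094 ± 4555 and 827 ± 99.4 CPM after knockout. The lowest were HOXA9 (−1.39 ± 0.33), SLC35F5 (−1.36 ± 0.24), PPP1R3D (−1.35 ± 0.42), PTGER2 (−1.34 ± 0.44), LYSMD2 (−1.13 ± 0.26) and EPHB3 (−1.12 ± 0.18). HOXA9, a driver of KMT2A-fused leukemia, stood at 1.04 ± 0.396 and 0.468 ± 0.237 CPM on polysomes, and its difference did not pass with limma-voom (adjusted p = 0.154 with quality weights and 0.191 with 1 weight per fraction). The calls of PTGER2, PPP1R3D and SLC35F5 ended in 17, 8 and 1 of 28 alternatives. EIF3A (0.86 ± 0.13), EIF5B (0.87 ± 0.17) and IGF2BP2 (0.44 ± 0.12) were higher, RPL30 (−0.95 ± 0.18) and RPS16 (−0.43 ± 0.11) lower, and EIF4B (−0.17 ± 0.11), EIF3L (−0.14 ± 0.11), EEF2 (−0.04 ± 0.12), RPS15 (−0.11 ± 0.11) and RPS15A (−0.36 ± 0.14) did not pass. For RPS15A 5 of 28 alternatives gave a call, with values between −0.44 and −0.26 and an adjusted p down to 0.0138.

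Of 72 oxidative phosphorylation genes 26 were lower, 1 higher and 45 not passed (36 lower and 1 higher adjusted over the list alone; median −0.30, camera adjusted p = 9.1e-09, or 0.383 as the adjusted p with an estimated correlation). Of 76 mitochondrial ribosomal proteins 21 were lower, 3 higher and 52 not passed (31 and 4 adjusted over the list alone; median −0.24, adjusted p = 2.4e-06, or 0.374 as the adjusted p with an estimated correlation). MRPS23 (−0.59 ± 0.12) and MRPS18A (−0.52 ± 0.11) were lower. Of 15 glycolysis genes 8 were lower and 7 not passed (9 adjusted over the list alone; median −0.28, adjusted p = 0.00169, or 0.171 as the adjusted p with an estimated correlation). ENO1 was lower (−0.45 ± 0.11). These list tests were not matched on coding length either, and the eighth of tested genes with the shortest coding sequences had a median difference of −0.16. Of 52 G2 and mitosis genes 16 were higher, 5 lower and 31 not passed (18 and 5 adjusted over the list alone; median 0.06, adjusted p = 0.0389, or 0.579 as the adjusted p with an estimated correlation). That G2 and mitosis call ended in 7 of 28 settings. The other 22 lists did not pass, the ribosomal protein lists among them (large subunit 2 higher, 3 lower and 42 not passed, median −0.08; small subunit 1, 6 and 25, median −0.12; adjusted p = 0.372 and 0.12). Median, mean and test direction differed in sign for MYC-responsive genes (−0.12, 0.01 and higher), interferon-stimulated genes (0.0031, −0.09 and higher) and erythroid and megakaryocyte markers (0.14, −0.06 and higher).

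Of the 58 genes that rose in total RNA 52 also rose in polysomal RNA, and of the 78 that fell 61 also fell, where independent lists would share 9.98 and 15.5; none was called in opposite directions. Across all genes, which are not independent replicates, the fold changes of both fractions had a Spearman correlation of 0.234. Of the 4639 polysomal calls 2035 (43.9%) also passed the difference contrast, which shares its polysomal libraries, and 2502 passed neither in total RNA nor in the difference.

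**Figure D3:**
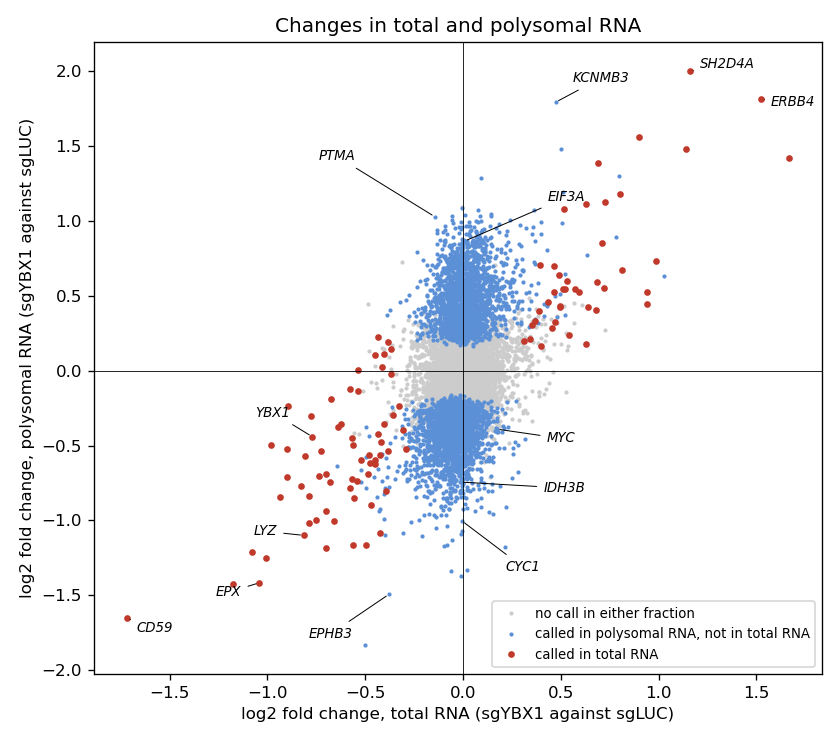
Log2 fold change of sgYBX1 against sgLUC in polysomal RNA (vertical) against total RNA (horizontal) for the 9101 genes with a mean of at least 5 CPM, 4 libraries per group. Points are colored by edgeR calls at an adjusted p under 0.05 in the 16-library fit; SH2D4A and ERBB4 rose in both fractions, CD59 (−1.72 and −1.65) and EPX fell in both, and CYC1 (−1.003 in polysomal RNA) changed on polysomes.

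The comparison of polysomal with total RNA in sgLUC cells described how the fractions differed. The paper's methods give a column kit for RNA of cultured cells and TRIZOL for polysomal fractions. Effects of extraction and of ribosome binding thus cannot be told apart in this comparison. Most ribosomal protein and respiration genes were higher on control polysomes, and most cholesterol synthesis genes lower. Of 47 large-subunit ribosomal protein genes 41 were higher and 5 lower on polysomes (median log2 difference 1.41), of 72 oxidative phosphorylation genes 54 were higher and 15 lower (1.80), and all 5 primary granule genes were higher (1.68). Of 20 cholesterol synthesis genes 15 were lower and 4 higher (−1.07). The highest genes were SLC16A4 (5.99 ± 0.21), the histone gene H4C3 (5.89 ± 0.27), SCUBE3 (5.71 ± 0.19), NICOL1 (5.37 ± 0.16) and LAMTOR4 (5.10 ± 0.12), and the lowest KLF13 (−6.67 ± 0.36), PCDHGC3 (−6.19 ± 0.38), GLUD2 (−5.72 ± 0.20), FBXL14 (−5.68 ± 0.37) and RAB5A (−5.68 ± 0.34). The lowest genes listed reached at most 0.851 CPM (GLUD2) in any sgLUC polysomal library, near the detection floor, so the size of their differences is uncertain. MYC was lower on polysomes, with 752 ± 27.2 CPM in total and 105 ± 25.2 CPM in polysomal RNA. In all 4913 genes were higher and 5324 lower (10237, 81.8% of those tested, edgeR, adjusted p under 0.05). No adjusted list test was part of this comparison, and upper-quartile scaling moved the median of all genes in it by −0.16.

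The polysomal change went with the length of the coding sequence. In polysomal RNA the eighth of genes with the shortest coding sequences (72 to 603 nt, 1557 genes) had a median log2 fold change of −0.19 and the eighth with the longest (3195 to 107973 nt, 1553 genes) 0.18. The difference from total RNA ran from −0.16 to 0.18 over the same eighths, while total RNA alone stayed between −0.04 and 0.0038. Spearman correlations with coding length were 0.237 in polysomal RNA, 0.0749 in total RNA and 0.212 for the difference, across 12453 genes (99.5% of those tested), which are not independent replicates. Polysomal against total RNA in control cells had medians from 0.86 for the shortest eighth to −0.76 for the longest (rho = −0.268). Correlations of the change with abundance in control cells were −0.0368 in polysomal RNA, −0.141 in total RNA and 0.0146 for the difference, and the polysomal value was 0.138 among genes filtered at a mean of 5 CPM and −0.230 without a filter. Other splits of the 8 polysomal libraries gave correlations with coding length of up to 0.270 in size, and other splits of the 8 control libraries up to 0.309, so chance was not excluded for either relation.

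**Figure D4:**
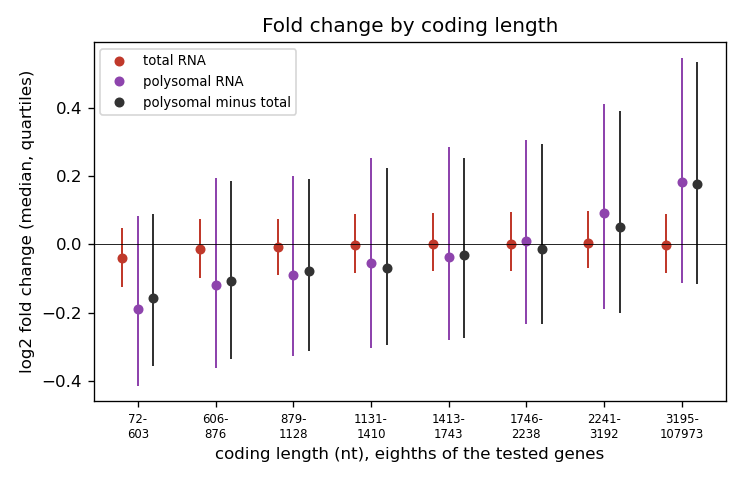
Median (point) and quartiles (line) of log2 fold changes in total RNA, polysomal RNA and their difference, for eighths of the tested genes ordered by coding length (nt, longest annotated coding sequence). The polysomal median rises from −0.19 in the shortest to 0.18 in the longest eighth.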

Values the study reported

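The study reported that the number of differentially expressed genes after polysomal fractionation was about 20-fold that in bulk mRNA. Of the genes lost from polysomes at an adjusted p under 0.05 and a fold change over 1.5, it reported 153 of 747 (20.5%) as dependencies with a CERES score under −0.5. It reported 30% of the genes lost from polysomes (n = 226) as targets of YBX1 in iCLIP data.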

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

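The tests of the shared spread, of CLIP-bound genes and of all explanations for the departure from the authors' deposited table were chosen after those results were seen, and the other tests before. Polysomal sgYBX1 replicate 2 stood apart from its group in its total of 55.4 M counts and its TMM factor of 0.719 (Dixon's gap test). These were 2 of 64 groups of values tested, where chance gives about 1 in 20, or 3.2. The polysomal change differed from the total change, by the interaction test, for 2095 genes. Among named genes it differed by 0.33 for YBX1, −0.56 for MYC, −0.73 for IDH3B and 0.44 for IGF2BP2. Among gene lists the median difference was −0.24 for mitochondrial ribosomal proteins, −0.30 for nuclear-encoded oxidative phosphorylation, −0.28 for glycolysis and 0.0564 for G2 and mitosis genes. None of these lists passed limma camera with an estimated correlation (adjusted p = 0.374, 0.383, 0.171 and 0.579). In genes absent from the count table, the authors' deposited table of polysomal RNA gave a median log2 fold change of −0.48 for mitochondrially encoded mRNAs, 0.41 for nuclear noncoding RNAs and −0.35 for noncoding snoRNA host genes.

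The first pattern weighed is that 34.1 times as many genes passed in polysomal as in total RNA. With the spread of each fraction estimated alone the ratio was 1.29, and 3.85 when a fold over 1.5 was asked as well. Library depth was excluded, since thinning all libraries to the smallest total gave a ratio of 41.0. Changes were larger in polysomal RNA, with a standard deviation of log2 fold changes after removal of replicate variance of 0.334 against 0.124, a ratio of 2.702 (2.41 to 2.92 without each library). With the spread of each fraction alone, calls went from 136 to 2048 in total RNA and from 4639 to 2651 in polysomal RNA. Most of the ratio of 34.1 thus came with the shared spread. The larger changes in polysomal RNA are not accounted for by it, and a biological difference between fractions remains open as their cause.

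The second pattern is that the polysomal minus the total change went with the share of A in the transcript (Spearman rho = 0.191 across genes, which are not independent replicates). Coding length was excluded, as the correlation was 0.174 after coding length and abundance were taken off. A bias of GC content alone would give a like correlation with the share of U, which was 0.0160. The total RNA change, which is subtracted, had correlations of −0.126 with A and −0.152 with U. The share of GC itself was not tested, so a part played by GC content was not excluded. Chance was not excluded: 20 of 35 splits of the 8 polysomal libraries gave as large a correlation of the polysomal change with A share, where the real one gave 0.130 and the highest other 0.380. No biological explanation was tested.

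The third pattern is that polysomal fold changes from the deposited counts depart from those in the authors' deposited table. The choice of tool was excluded, as DESeq2 gave a Pearson correlation of 0.713 in polysomal RNA. A swap of libraries was excluded, as the best other split gave 0.676 and the labelled split 0.711. Scaling by genes outside the count table was excluded, as the differences had an interquartile range of 0.362. The authors' deposited tables hold 1 mean normalized count per gene, and its log2 ratio to the mean over the 16 libraries had an interquartile range of 0.470, as other polysomal counts behind those tables would give.

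Other splits of the libraries were tried for each count. Only the labelled split gave as many genes in total RNA (1 of 35 splits with as many as 136, highest other 0) and in polysomal RNA (1 of 35 with as many as 4639, highest other 1315). The same held between fractions in control cells (1 of 35 with as many as 10237, highest other 0) and for the difference (1 of 100 draws with as many as 2095). Other splits mix both kinds of library within a group, which widens the spread and lowers their counts. The margin over them thus cannot exclude chance, or a batch shared by the replicates of a group. The highest other draw for the difference, 1885, kept all 4 polysomal labels and changed those of total RNA in part. Chance was not excluded for the relation of the polysomal change to coding length, where 3 of 35 splits gave as large a correlation as 0.237 and the highest other gave 0.270.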

How the results depend on the processing

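The fits with 1 limma-voom weight per fraction and with thinned libraries were chosen after seeing the data, and all other alternatives before. No call of a named gene or a list turned its direction. The directions of other called genes were not compared across settings. The polysomal count turned from mostly lower to mostly higher, with 1466 higher and 1185 lower from the 8 libraries, 1625 and 1525 with quality weights, 1515 and 1312 with 1 weight per fraction and 834 and 605 with a fold over 1.5. Correlations with abundance turned as well: from −0.0368 to 0.138 for the polysomal change with a mean of at least 5 CPM, and from 0.0146 to −0.168 for the difference without a filter. Genes changed in total RNA numbered 88 with a mean of at least 5 CPM, 262 with DESeq2, 2805 with limma-voom quality weights, 2048 with the 8 libraries alone, 1971 with 1 weight per fraction, and 79 and 32 with folds over 1.5 and 2. Genes changed in polysomal RNA numbered 2651 with the 8 libraries, 2827 with 1 weight per fraction, and 1439 and 318 with those folds. The difference gave 910 and 106 with those folds, and the control fractions 6802 with a fold over 2. With an estimated correlation 0 of the 25 passing list tests passed, and with fry 31 passed. The folds lower counts by construction, and the 8-library and per-fraction fits free the spread of total RNA; otherwise the cause was not tested.

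Leaving out 1 library gave 63 to 178 genes in total RNA, 3871 to 4942 in polysomal RNA, 1511 to 2718 for the difference and 9988 to 10357 between fractions. Omission of any of the 8 total RNA libraries lowered the total RNA count by over 1.5 times (63 to 90). YBX1 stayed between −0.80 and −0.75 in total and between −0.48 and −0.36 in polysomal RNA, and 21 to 26 list tests passed. With the replicate block 114, 4480, 1993 and 10151 genes passed in the order above, and 1968 for the difference with culture as the block. Replicate numbers were not taken as pairs: 1 of 24 same-number pairs had a correlation over 0.1. It joined replicate 1 of both sgLUC fractions at 0.113, against at most 0.0800 for other numbers, and 0 libraries correlated best with their own number in each of the other 3 groups.

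Without an expression filter the polysomal change had a correlation of 0.150 with coding length and −0.230 with abundance, and the difference 0.123 and −0.168. With a mean of at least 5 CPM these were 0.309, 0.138, 0.278 and 0.181, and over those genes in the 16-library fit 0.308, 0.136, 0.278 and 0.178; the cause was not tested. Named genes stayed called or uncalled in 2678 comparisons that left out a library, lost a call in 98 and gained a call in 8, and in other settings in 2038, 30 and 18. Lists stayed called or uncalled in 1226, lost a call in 18 and gained a call in 4 without a library, and in 917, 42 and 18 otherwise. Thinned to the smallest total, the libraries gave 112 genes in total and 4591 in polysomal RNA; greater depth was not tested.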

Other observations

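Transcripts outside the count table changed in polysomal RNA in the authors' deposited table. Whether these transcripts were bound by ribosomes in the heavy fractions was not tested. Of 13 mitochondrially encoded mRNAs 9 were lower and 4 did not pass in polysomal RNA in the authors' deposited table, among them COX3 (−0.94), ND3 (−0.87), COX1 (−0.83) and CYTB (−0.78). In total RNA all 13 had positive values in the authors' deposited table (median 0.49), of which 1, ND1, passed (0.65, adjusted p = 0.0158, DESeq2). Of 11 noncoding snoRNA host genes, which carry a 5′ oligopyrimidine tract, 7 were lower in polysomal RNA in the authors' deposited table, with ZFAS1 (−0.77), GAS5 (−0.75), SNHG5 (−0.67) and SNHG1 (−0.51), and all 11 were negative. None of the 11 passed in total RNA in the authors' deposited table. Of 5 nuclear noncoding RNAs MALAT1 (0.91, adjusted p = 1.2e-05) and KCNQ1OT1 (0.41, adjusted p = 0.0271) were higher in polysomal RNA in the authors' deposited table, and none passed in total RNA.

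A dependency is a gene whose guides are lost in MOLM13 cells, at a gene effect under −0.5. The test against genes matched on abundance was planned, and that of CLIP-bound genes was chosen after seeing the data. The matching used mean CPM in sgLUC total RNA, and the calls are those of the 16-library fit. Polysomal abundance and coding length were not matched, so neither was separated from direction. Of 598 genes lower on polysomes by over 1.5-fold with a gene effect, 94 (15.7%) were dependencies, within the 12.4 to 17.6% (mean 15.0%) of 10000 random sets matched on abundance. Genes higher on polysomes held 160 of 799 (20.03%), above the 15.0 to 19.6% of matched sets. Genes higher in the difference held 165 of 614 (26.9%), above 19.4 to 25.2%, and genes lower in the difference 60 of 279 (21.5%), within 14.0 to 22.2%. The authors' deposited table called 877 genes lower and 1044 higher in polysomal RNA at an adjusted p under 0.05 and a fold over 1.5, and CLIP marks are given for a list of protein-coding genes among them. In that part of the authors' deposited table CLIP-bound genes made up 226 of 747 genes lower on polysomes (30.3%) and 186 of 848 higher (21.9%; Fisher's exact test, two-sided, p = 1.9e-04). Unlike the test of dependencies, this one was not matched on abundance, so abundance was not separated from direction. The paper describes the iCLIP data it used as coming from breast cancer.

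The number of dependencies among genes lower on polysomes here was 94. That is lower than the value quoted from the study above, but the lists differ in length and come from different polysomal fold changes, so the counts are not directly comparable. With an adjusted p under 0.05 and a fold over 1.5 the ratio of polysomal to total calls here was 18.2. Without the fold it was 34.1, and with the 8 libraries of each fraction and that fold it was 3.85.

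The authors' deposited tables and the fit here called 75 and 136 genes in total RNA among the 12517 tested in both, with 74 shared in direction and 0 opposite. In polysomal RNA the authors' deposited table called 3577 and the fit here 4639, with 2095 shared in direction and 47 opposite. YBX1 had a polysomal log2 fold change of −1.16 in the authors' deposited table, MYC −0.87, RPL30 −1.40, LYZ −1.05 and IDH3B −0.74. Coding length correlated with the polysomal fold change at a Spearman rho of 0.232 in the authors' deposited table and 0.349 here, across 5733 genes, which are not independent replicates.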
